A study of Homo sapiens with 3 samples. Its data were reported in "Oncoprotein SET-associated transcription factor ZBTB11 triggers lung cancer metastasis" (2024).

How the data were processed

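ChIP-seq was performed by the study in untreated NCI-H1299 cells fixed with formaldehyde. Per the labels, 1 library was immunoprecipitated for ZBTB11, 1 with normal IgG, and 1 was an Input library. Groups were taken from the sample titles. The Input library was not analysed here and entered no comparison. According to the study's methods, the authors sequenced both ends of each fragment, aligned the reads to hg38 with BWA, and called peaks with MACS separately for ZBTB11 and IgG at a p-value below 0.05 with other settings at their defaults. They annotated peaks with ChIPseeker, and compared the annotated gene lists of both antibodies. The deposited files have the narrow peak layout that later releases of MACS write, so the release that made these files is not certain.

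The values used were those of the deposited peak lists. The fold enrichment of each peak is the ratio that the authors' peak caller gave of its summit to the local background. The p-value and q-value of each peak were deposited by the authors as −log10 p and −log10 q. The deposited score of every peak equalled 10 times the −log10 p, truncated to a whole number, and was not used further. These values belong to the peak and were used to describe, rank or filter peaks within a list. No peak ended past the end of its chromosome in the hg38 reference or lay wholly in an assembly gap. Within each list, peaks did not overlap each other, and the serial numbers in the peak names ran without a gap from 1 to 348392 (ZBTB11) and 27877 (IgG).

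The fold enrichment and p-value were used to solve for the whole number of fragments at the summit and the background, assuming a Poisson background and a pseudocount of 1 on both, as MACS applies. A solution within 0.001 of the deposited −log10 p was found for 100% of the peaks in each list. On simulated peaks, 100% of pileups were recovered in 19271 peaks for the ZBTB11 test and 19258 for the IgG test. No simulated pileup was as low as 3 fragments, which 31065 ZBTB11 peaks had. Backgrounds above the genome-wide level fell on whole steps of the fragment length divided by a 10 kb window in 100% of cases in both lists. Of the 1474 ZBTB11 and 56 IgG peaks with at least 100 fragments, 0 had a background below what their own fragments would add to such a window. These are values that a background taken from the immunoprecipitated library itself would give. Estimated fragment totals (in M, with the meaning of M as in Mb) assume a genome size of 2700000000 bp, whereas ratios between the libraries do not depend on it if it was the same for both.

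Peaks on chromosomes 1 to 22, X and Y were analysed, and 1501 ZBTB11 and 1165 IgG peaks elsewhere were left out of the main values. TSSs and genes came from GENCODE release 44, with 62663 genes on these chromosomes. A peak was near a TSS if its interval lay within 3 kb of any annotated transcript start. Each peak was assigned to the gene of the nearest transcript start, at any distance, and each gene was counted once. Random placement moved every peak of a list to a random position on its own chromosome outside assembly gaps, keeping its width, 200 times with a fixed seed. An observed value was taken as different when it fell outside the range of the placements. GC-matched placement drew positions from pools of 400000 intervals per chromosome in GC bins 2 percentage points wide. In a test on simulated data for chromosome 21, 43.5% of 2164 IgG-sized peaks were found near a TSS against an expected 43.4%, and 42.9% of 4331 ZBTB11-sized peaks against 43.3%. The expected shares were partly measured with the same search, so part of the match is built in.

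The motif C[C/A]GGAAG was searched on both strands in windows of 50 bp on each side of the summit and in equal windows 500 bp to either side. ZBTB11-high peaks were fixed as the 1000 peaks with the smallest p-values that overlap no IgG peak, with ties broken by fold enrichment and position. As a further control, each summit window was shuffled 10 times with its dinucleotide composition kept. In 5000 simulated windows, the scan found the motif in 42.0% against an expected 42.0%, whose chance part was measured with the same scan. All 7-mers were counted with their reverse complements.

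To see what chance alone would give, fragments were scattered uniformly over 50 Mb at the background density of each library, 10 times, and called at a p-value below 0.05 against the larger of the genome-wide and 10 kb background. Regions separated by no more than 136 bp (ZBTB11) or 128 bp (IgG), just under the smallest gap between listed peaks, were joined. Regions shorter than a fragment were either kept or left out. The copy number of a summit was the number of exact matches, on both strands, of its central 31-mer on the shared chromosomes. The search was repeated on the whole assembly, with scaffolds and the mitochondrial genome and without alternate haplotypes, both for the central 31-mer and for all 31-mers within 50 bp of the summit. Copies with mismatches were not searched.

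With 1 library per group, no test across replicates was possible and no p-value across peaks or genes is given. Shares carry Wilson 95% intervals, and ratios of counts carry Poisson 95% intervals on the log scale. These treat fragments and peaks as independent. Before the data were examined, 64 alternatives were fixed, on the peak threshold, the chromosomes, the overlap rule, the placement, the TSS set and distance, the number of peaks, and the motif window, peaks and control. A further 26 were added after the data were seen, on the chromosomes that both lists cover and on genes that RefSeq also lists. The named genes were fixed before the data were examined here, but the study had chosen most of them with the help of this ChIP-seq. They were the 8 genes with which the study checked its ChIP-seq by ChIP-qPCR, and MMP9, PRRG2, MMP19, SPARC, PECAM1, SPP1, COL14A1, ZBTB11 and SET. The genes of the 5 ZBTB11 peaks with the smallest p-values and no IgG overlap were added. So were the genes of the 3 IgG peaks with the smallest p-values. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.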

Results

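To test whether ZBTB11 works as a transcription factor in lung cancer, the study mapped its places on chromatin across the genome. It used chromatin immunoprecipitation followed by sequencing (ChIP-seq) in NCI-H1299, an established human lung cancer cell line. ZBTB11 is a zinc finger protein of the ZBTB family, and SET, its binding partner in the study, is an oncoprotein. The series holds 3 samples, which are an Input library without immunoprecipitation, a library immunoprecipitated with an antibody against ZBTB11, and a library immunoprecipitated with normal IgG as the negative control. The 2 immunoprecipitated libraries were analysed here as lists of called peaks, and the Input library was not analysed here. Each group has 1 library. No difference below therefore has a replicate check, and every comparison describes these libraries. Intervals are Wilson 95% intervals unless stated otherwise, and they cover counting error only.

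The ZBTB11 list held 346891 peaks on chromosomes 1 to 22, X and Y, and the IgG list held 26712. The ratio of ZBTB11 to IgG peaks was 13 (Poisson 95% interval 12.8 to 13.1). The ZBTB11 peaks lay on all 24 chromosomes, whereas the IgG peaks lay on 4, namely chromosomes 1, 10, 21 and Y. No IgG peak was listed on the other 20 chromosomes, which make up 85.4% of the gap-free bases and carry 298408 of the ZBTB11 peaks (86.0%). On the 4 chromosomes that both lists cover, here called the shared chromosomes, there were 48483 ZBTB11 peaks and 26712 IgG peaks. The ratio there was 1.82 (1.79 to 1.84). It was 1.87 on chromosome 1, 1.71 on chromosome 10 and 2.0 on chromosome 21. On chromosome Y, 88 ZBTB11 and 82 IgG peaks gave a ratio of 1.07 with an interval of 0.794 to 1.45, so no difference was detectable there. Of the alternatives tried, restricting both lists to the shared chromosomes, chosen after the data were seen, moved this ratio most.

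**Figure D1:**
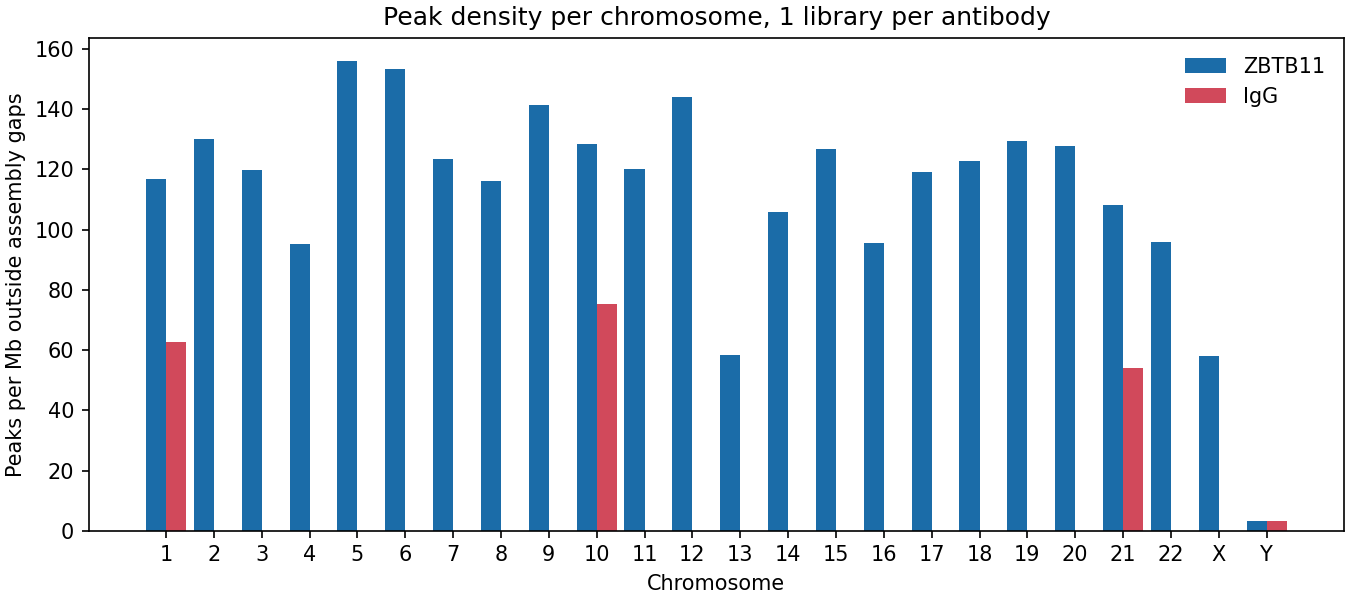
Peaks per Mb of gap-free sequence (vertical axis) on each chromosome (horizontal axis) in the ZBTB11 list (blue) and the IgG list (red), 1 library each. IgG bars are present only on chromosomes 1, 10, 21 and Y, while the ZBTB11 density on the shared chromosomes as a whole was 113 per Mb against 119 per Mb elsewhere.

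The depth behind each peak was read from the fold enrichment and p-value of the peak, which together fix the number of fragments stacked at its summit (the summit pileup) and the background expected there. Both numbers were recovered for 100% of the peaks in each list. The genome-wide background was 1.35 fragments in the ZBTB11 library, with a fragment length of 258 bp, and 1.55 fragments in the IgG library, with a fragment length of 263 bp. The IgG library thus had 1.12 times as many fragments per base as the ZBTB11 library. Under the default human genome size of the peak caller, these backgrounds correspond to about 14.2 M ZBTB11 and 15.9 M IgG fragments. Over each whole list, the median summit pileup was 5 fragments in the ZBTB11 list and 6 in the IgG list, and the lowest was 3 and 4 fragments, respectively. Peaks of at most 6 fragments made up 85.2% of the ZBTB11 list and 69.6% of the IgG list. A q-value above 0.05 was listed for 92.3% of the ZBTB11 peaks and for 95.4% of the IgG peaks on the main chromosomes. Peaks with a q-value of 0.05 or less numbered 26747 for ZBTB11 and 1222 for IgG, and 3978 of the ZBTB11 ones were on the shared chromosomes, which gave a ratio of 3.26 (3.05 to 3.47). The ratio on the shared chromosomes depended on the pileup in both directions. It was 0.994 (0.976 to 1.01) for peaks of at least 5 fragments, so that the excess of ZBTB11 in total number lay in peaks of 3 or 4 fragments. It was 0.674 (0.658 to 0.691) for at least 6 and 0.747 (0.722 to 0.773) for at least 7 fragments, where IgG had more peaks, and 1.12 (1.07 to 1.17) for at least 8. From there it rose to 2.03 (1.89 to 2.17) for at least 10 fragments, 2.57 (2.30 to 2.87) for at least 20, and 3.99 (3.22 to 4.95) for at least 50.

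**Figure D2:**
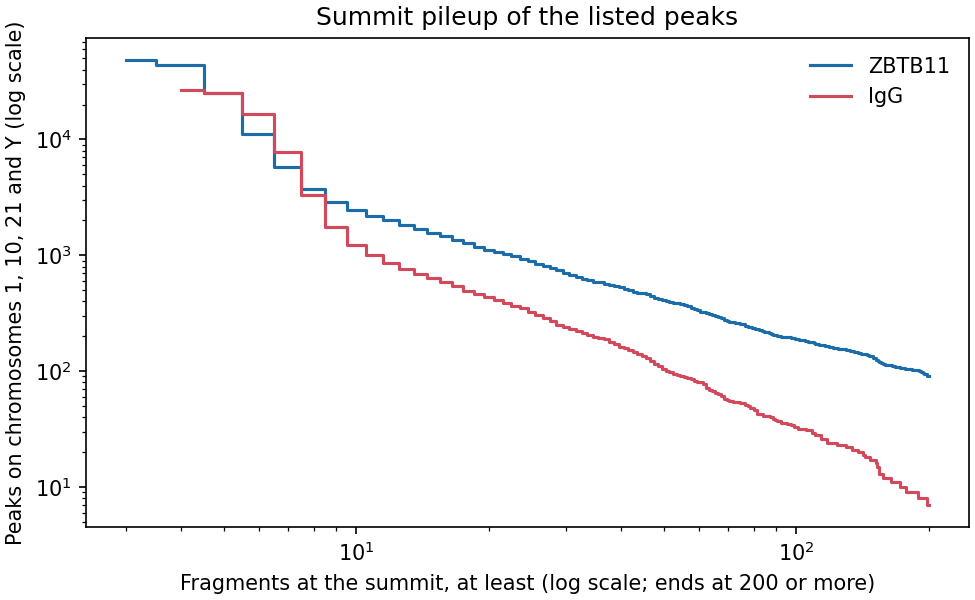
Number of listed peaks on the shared chromosomes (vertical axis, log scale) with at least the given number of fragments at the summit (horizontal axis, log scale), for ZBTB11 (blue) and IgG (red). The IgG curve lies above the ZBTB11 curve from 5 to 7 fragments and below it from 8 fragments on, and with at least 10 fragments 2474 ZBTB11 and 1220 IgG peaks were listed.

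As the study removed what ZBTB11 and IgG had in common, the overlap of the lists was measured against peaks placed at random on their own chromosome outside assembly gaps. Of the IgG peaks, 4833 (18.1%, 17.6% to 18.6%) overlapped a ZBTB11 peak by at least 1 bp. Across 200 placements the share was 8.59% on average and 8.15% to 9.04% in range, so the overlap was 2.11-fold higher than placed and outside the range of the placements. Requiring a p-value of 1e-05 or less moved it most, to 603 of 1090 IgG peaks, or 82.0-fold. Of the ZBTB11 peaks, 4790 (1.38%) overlapped an IgG peak, which was 2.09-fold above the placements. On the shared chromosomes this share was 9.88% (9.62% to 10.1%). It depended on the rank of the peak by p-value. Among ZBTB11 peaks of the shared chromosomes, 47.9% (39.8% to 56.1%) of those ranked 1 to 1000 in the whole list overlapped an IgG peak, against 5.97% (5.71% to 6.23%) of those ranked below 100000. Among the 1000 strongest IgG peaks, 82.6% (80.1% to 84.8%) overlapped a ZBTB11 peak.

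Next, the distance of the peaks to transcription start sites (TSSs) was measured, since the study defined promoters as 3 kb on either side of the TSS. In the ZBTB11 list, 72212 peaks (20.8%, 20.7% to 21%) lay within 3 kb of a TSS. The placements gave 18.7% on average (18.5% to 18.9% in range), a 1.11-fold difference outside their range. Selecting peaks with a p-value of 1e-05 or less moved this most, to 64.5% of 14793 peaks, or 2.97-fold. With placement matched on GC content the fold was 1.04, still outside the range of the placements. Proximity to TSSs followed the rank of the peak. It was 94.8% (93.2% to 96.0%) for the 1000 strongest ZBTB11 peaks, 80.4% for the next 4000, 47.7% for the next 15000, 22.3% for the next 80000, and 17.4% (17.3% to 17.6%) for the remaining 246891 peaks. In the IgG list, 6713 peaks (25.1%, 24.6% to 25.7%) lay within 3 kb of a TSS against 19.2% of placed peaks, or 1.31-fold. This direction was opposite for the stronger IgG peaks. Those with a q-value of 0.05 or less were near a TSS in 12.8% of cases (11.1% to 14.8%) against 19.6% of placed peaks, or 0.657-fold. Those with a p-value of 1e-05 or less were at 10.4%, or 0.534-fold. When the 1222 strongest peaks of each list on the shared chromosomes were compared, 68.8% (66.2% to 71.4%) of ZBTB11 peaks and 12.8% (11.1% to 14.8%) of IgG peaks were near a TSS. Of the 1000 strongest IgG peaks, 88.3% had a summit sequence with more than 1 copy in the genome, and 8.20% were near a TSS, against 25.5% of the next 4000.

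**Figure D3:**
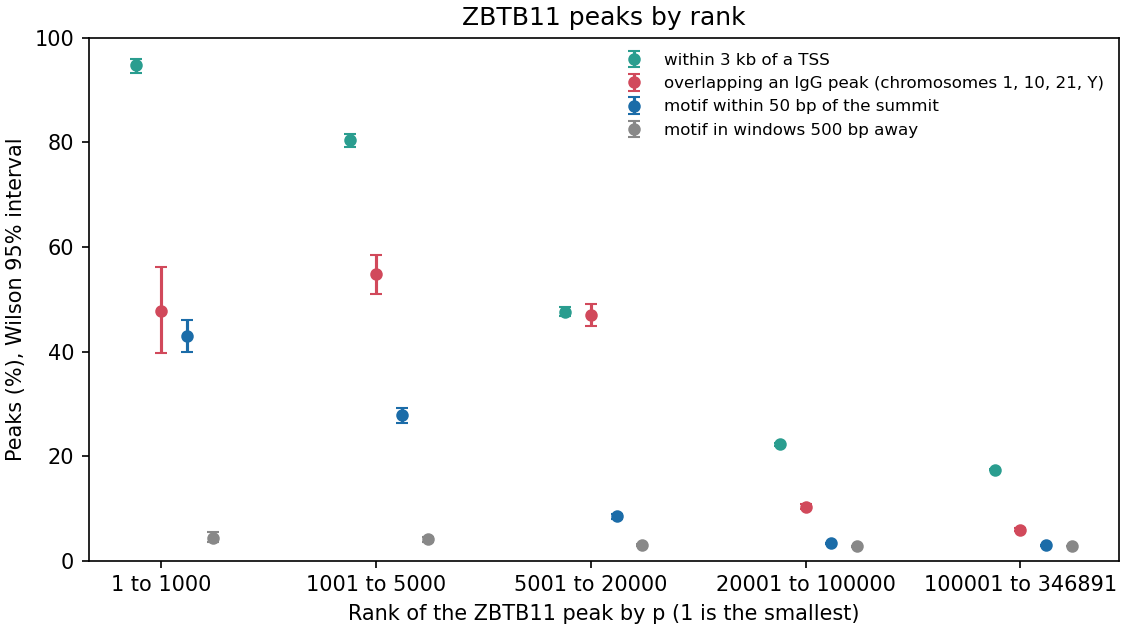
Share of ZBTB11 peaks (vertical axis, with Wilson 95% intervals) near a TSS, overlapping an IgG peak, and holding the motif at the summit or in flanking windows, by rank of the peak by p-value (horizontal axis). The share near a TSS falls from 94.8% to 17.4%, and the motif share falls from 43.0% to 2.94%, against 2.79% in the flanking windows of the weakest peaks.

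To count genes, each peak was assigned to the gene of its nearest TSS. The ZBTB11 peaks were assigned to 49803 genes, or 79.5% of the 62663 annotated genes. The same number of randomly placed peaks gave 48854 genes on average (48683 to 49044 in range), so the whole list reached slightly more genes than chance placement. The IgG peaks were assigned to 6250 genes, and placed peaks gave 6331 (6250 to 6412). The lists shared 5801 genes, or 92.8% of the IgG genes, and placed peaks shared 5751 (5689 to 5826), so in this setting the number of shared genes lay within the range of the placements. The same held with protein-coding genes (2595 against 2499 to 2596), with as many of the strongest ZBTB11 peaks as the IgG list holds (2176 against 2165 to 2293) and on the shared chromosomes (5801 against 5688 to 5825), and the other 5 settings gave values outside the placements. With peaks within 3 kb of the TSS, 2903 shared genes lay above the 2063 to 2278 of placed peaks, and with genes that RefSeq also lists, 4512 lay above 4362 to 4494, and above 4375 to 4487 when both lists were also restricted to the shared chromosomes. At a p-value of 1e-05 or less, 130 shared genes lay below 316 to 389, and at a q-value of 0.05 or less, 217 lay below 480 to 557. In these settings the IgG genes were also fewer than placed (268 against 897 to 946, and 354 against 975 to 1045). These shared counts therefore do not show that the lists avoid each other's genes. The number of ZBTB11 genes was also below chance placement at a p-value of 1e-05 or less, with 10275 against 10702 to 10946. Removing the shared genes left 44002 ZBTB11-specific genes against 43103 (42864 to 43289) for placed peaks. Of these genes, 42344 (96.2%) lie on the 20 chromosomes without IgG peaks. Restricting both lists to the shared chromosomes moved this count most among settings with all annotated genes, in part because these chromosomes carry 9568 of the annotated genes. There, 7459 ZBTB11 genes and 6250 IgG genes left 1658 ZBTB11-specific genes, and placed peaks left 1591 (1507 to 1686). The ratio of ZBTB11 to IgG genes was 7.97 over all chromosomes and 1.19 on the shared ones.

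The sequence C[C/A]GGAAG, in which the base at the position in brackets is C or A, was then searched on either strand around peak summits. The study found this motif de novo in what it called ZBTB11-high peaks of this same ChIP-seq. Its presence at the strongest summits is therefore no independent test. Here, ZBTB11-high peaks were the 1000 peaks with the smallest p-values that overlapped no IgG peak. On the 20 chromosomes without IgG peaks that exclusion could remove nothing. The motif lay within 50 bp of the summit in 43.7% (40.7% to 46.8%) of ZBTB11-high peaks and in 4.45% (3.63% to 5.45%) of equal windows 500 bp to either side, a ratio of 9.82 with no overlap of the intervals. Taking all ZBTB11 peaks moved this most, to 3.67% against 2.81%, a ratio of 1.31. In dinucleotide-shuffled windows the share was 6.01% (5.56% to 6.49%). The 1000 strongest IgG peaks held the motif in 0.800% (0.406% to 1.57%) of summit windows, and IgG peaks within 3 kb of a TSS held it in 4.05% (3.61% to 4.55%). The 1000 strongest ZBTB11 peaks more than 3 kb from a TSS and without IgG overlap held it in 14.3% (12.3% to 16.6%) against 2.87% of their flanks. Of the variants of the motif, CCGGAAG was far more frequent than CAGGAAG. Among 7-mers present in at least 50 of the ZBTB11-high summit windows, CCGGAAG ranked 1 by the difference from the flanks, with 37.8% (34.8% to 40.8%) of summit windows and 1.3% of flanks. CAGGAAG ranked 84, with 8.10% (6.56% to 9.96%) and 3.15%.

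**Figure D4:**
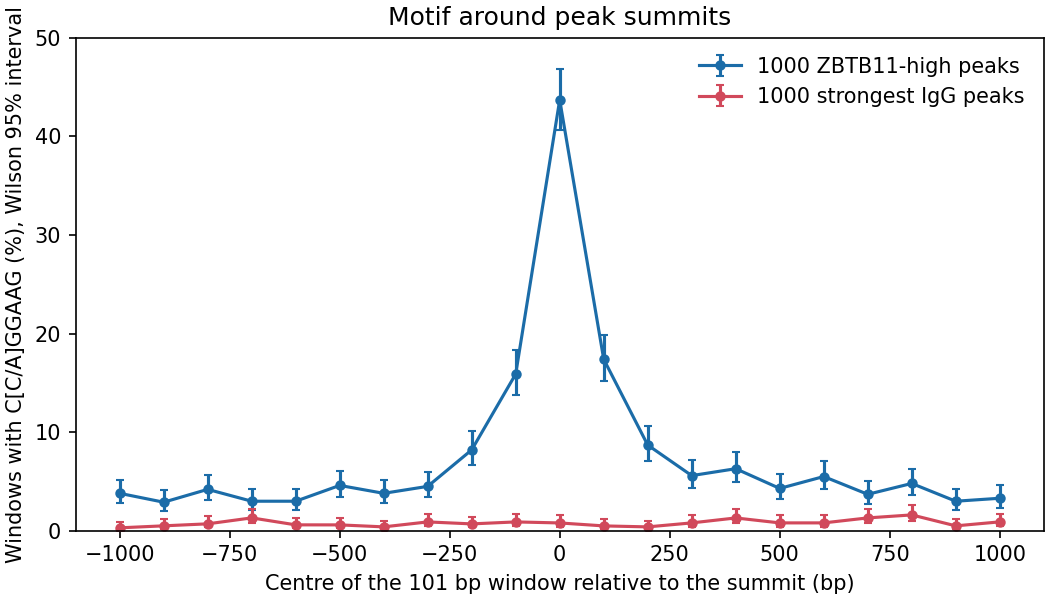
Share of windows of 50 bp on each side of their centre holding C[C/A]GGAAG on either strand (vertical axis, with Wilson 95% intervals) by distance of the window centre from the summit in bp (horizontal axis), for 1000 ZBTB11-high peaks (blue) and the 1000 strongest IgG peaks (red). The ZBTB11-high share peaks at 43.7% at the summit and is 15.9% and 17.4% in the adjacent windows, while the IgG share stays below 2%.

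Finally, the genes chosen before the data were examined were inspected, in hg38 coordinates. The study checked its ChIP-seq by ChIP-qPCR at the promoters of 8 genes, and all 8 had a ZBTB11 peak within 3 kb of a TSS. It had taken these genes from loci found by this same ChIP-seq, so peaks there were fixed in advance. In order of the rank of their strongest peak, these were STX16, TACO1, HEMK1, TTC26, ANKRD40, DUS1L, COQ3 and ATPAF1. These peaks ranked between 59 (STX16) and 378 (ATPAF1) in the list, with summit pileups of 307 (ATPAF1) to 487 (STX16) fragments, and the summits lay at most 92 bp from an annotated TSS. Of these genes, ATPAF1 is on a shared chromosome. It also had IgG peaks near a TSS, the strongest at 46656096 to 46656470 with 5 fragments and a −log10 p of 2.28. That peak lay near another TSS of the gene than the ZBTB11 peak at 46667992 to 46668801. The ZBTB11 peak had a −log10 p of 304 and overlapped no IgG peak. The 9 other genes include MMP9 and PRRG2, which the study also tested by ChIP-qPCR. Of these 9 genes, 8 had a ZBTB11 peak within 3 kb of a TSS, so that 16 of the 17 genes did. A share of 87.7% of the 20033 protein-coding genes also had such a peak. With a p-value of 1e-05 or less, the number was 10 of 17 (the 8 genes listed first and 2 of the others), against 46.9% of protein-coding genes. The study had selected these genes, other than ZBTB11 and SET, with the help of this ChIP-seq. Setting them against all protein-coding genes is therefore no test of binding.

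PRRG2 (chromosome 19) had a ZBTB11 peak at 49580285 to 49581126, ranked 136, whose summit lay in the 5' UTR, 42 bp downstream of a TSS. It stood at 444 fragments over a background of 20.4, a fold enrichment of 20.8. MMP9 (chromosome 20) had no ZBTB11 peak within 3 kb of a TSS. Its gene body held 1 peak at 46014175 to 46014710, ranked 4148, with the summit in an intron, 30 fragments over a background of 2.71 and a fold enrichment of 8.36. ZBTB11 itself (chromosome 3) had a peak ranked 446 in the 5' UTR with 369 fragments. The strongest peak near a TSS of SET (chromosome 9) ranked 32684, with 9 fragments and a q-value above 0.05. Those of MMP19, SPARC and SPP1 stood at 7, 6 and 4 fragments, also with q-values above 0.05, whereas those of PECAM1 and COL14A1 stood at 8 and 9 fragments with q-values of 0.05 or less. None of these 9 genes lies on a shared chromosome, so the IgG list offers no control for them.

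The 5 ZBTB11 peaks with the smallest p-values that overlapped no IgG peak covered TSSs of ENSG00000232995 (lncRNA, chromosome 1, 163321397 to 163322223), NME1 (chromosome 17, 51153123 to 51153992), HMGB1 (chromosome 13, 30617480 to 30618287), AQR (chromosome 15, 34969320 to 34970173) and MED23 (chromosome 6, 131627849 to 131628706). They held between 473 (HMGB1) and 507 (NME1) fragments. A peak over several TSSs was given to 1 gene, so other genes may start under the same peak. The 3 IgG peaks with the smallest p-values lay far from TSSs and all overlapped ZBTB11 peaks. The strongest pair, at 143202367 to 143202944 and 143232390 to 143233358 on chromosome 1, held 287 and 310 fragments and lay 140236 and 109822 bp from the nearest TSS, of the pseudogene ENSG00000276118. The other, at 11721744 to 11722282 on chromosome Y, held 181 fragments and lay 60245 bp from the TSS of the pseudogene RCC2P1.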

Values the study reported

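The study reported 23632 genes for ZBTB11 and 3369 genes for normal IgG, a difference of more than 7-fold. It gave 3296 genes as overlapping and 20336 as specifically occupied by ZBTB11. The consensus was given as CC/AGGAAG.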

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

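Of the tests below, the comparison of library depth and that of peaks of at least 5 fragments were chosen after the result was seen. Outside chromosomes 1 to 22, X and Y, on the unplaced scaffolds and the mitochondrial genome that the main values leave out, the ZBTB11 list held 1501 peaks and the IgG control held 1165. This signal stood out because it lies above the control in data left aside, at a ratio of 1.29 (Poisson 95% interval 1.19 to 1.39). Unlike the main chromosomes, these sequences are covered by both lists almost alike, with 123 sequences for ZBTB11, 111 for IgG and 110 in both. A greater depth of the ZBTB11 library is argued against by its background, which was 0.890 times that of IgG per base. Low pileups near the differing thresholds of the lists are a candidate explanation. Without the ZBTB11 peaks of 3 fragments the ratio was 1.22 (1.13 to 1.32), but among peaks of at least 5 fragments it was 0.961 (0.885 to 1.04), and among those of at least 10 fragments IgG had more, at 0.779 (0.670 to 0.906). At a q-value of 0.05 or less the counts were 355 and 287, a ratio of 1.24 (1.06 to 1.45), with the q-values set separately in each list. Reads shared between copies of repeated sequence were not tested on scaffolds. The antibody stays untested as an explanation, and no replicate shows how much such a ratio varies between libraries.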

How the results depend on the processing

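There were 13 results and 90 alternatives, of which 26, those on the shared chromosomes (1, 10, 21 and Y) and on RefSeq genes, were chosen after seeing the data. No paired analysis was possible because each group has 1 library. Folds and the motif ratio were compared by direction and side of the threshold, counts by whether they stayed within 1.5 times the main count, and the ratio of peaks by whether it stayed within the Poisson interval of its main value. By these rules 51 of the 90 values held, 37 moved and 2 reversed. Some of the 51 could not have changed and say nothing about stability. Of these, 8 equalled the main value, namely the 3 values with merged regions, as no listed peaks overlap, and 5 values on the shared chromosomes, which hold all IgG peaks of the main chromosomes. The fold of ZBTB11 peaks overlapping IgG peaks on the shared chromosomes and the number of named genes with the gene body included were likewise fixed by construction to stay near the main value.

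The overlap of the lists stayed outside the range of the placements under the 5 alternatives in each direction other than the shared chromosomes (1.97-fold to 82.0-fold for IgG peaks, 1.94-fold to 87.4-fold for ZBTB11 peaks). The same held for ZBTB11 peaks near TSSs under all 9 (1.04-fold to 2.97-fold), and the motif ratio kept intervals that did not overlap under all 7 (1.31 to 12.1). The fold of IgG peaks near TSSs stayed above 1 under 5 alternatives other than the shared chromosomes (1.20-fold to 1.55-fold) and reversed to 0.534 at a p-value of 1e-05 or less and to 0.657 at a q-value of 0.05 or less. These settings keep the stronger IgG peaks, and the cause was tested only as far as given under the other observations.

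At a p-value of 1e-05 or less, 14793 ZBTB11 and 1090 IgG peaks remained, a ratio of 13.6, assigned to 10275 and 268 genes with 130 shared and 10145 ZBTB11-specific, and 10 of the 17 named genes kept a peak near a TSS. At a q-value of 0.05 or less there were 26747 and 1222 peaks, a ratio of 21.9, with 16410 and 354 genes, 217 shared and 16193 ZBTB11-specific. Fewer peaks pass these thresholds by construction. With scaffolds and the mitochondrial genome the ratio of peaks was 12.5, as these sequences are covered by both lists.

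On the shared chromosomes there were 48483 ZBTB11 peaks, a ratio of 1.82 to IgG, 7459 ZBTB11 genes and 1658 ZBTB11-specific genes. These gene counts are lower in part because only the genes of 4 chromosomes count there. The specific share of ZBTB11 genes also fell, from 88.4% to 22.2%, as no gene elsewhere can be shared with IgG. The ratio there was 2.18 at a p-value of 1e-05 or less (2375 against 1090 peaks) and 3.26 at a q-value of 0.05 or less (3978 against 1222). With RefSeq genes only, the shared chromosomes gave 5375 ZBTB11 genes and 863 ZBTB11-specific genes.

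Counting protein-coding genes only gave 18587 ZBTB11, 2646 IgG, 2595 shared and 15992 ZBTB11-specific genes, since fewer genes can be assigned. Only peaks within 3 kb of the TSS gave 3769 IgG and 2903 shared genes. With as many of the strongest ZBTB11 peaks as the IgG list holds there were 16392 ZBTB11, 2176 shared and 14216 ZBTB11-specific genes. The depth limits the weakest peaks most, as a ZBTB11 peak can rest on 3 fragments and an IgG peak on 4.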

Other observations

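Of the tests in this part, those on missing serial numbers, confined IgG reads, library depth, the ratio on the shared chromosomes, the pileups and simulated peaks behind that ratio, the TSS share of the whole IgG list and of peaks with a q-value above 0.05, the motif share of the weakest peaks, the motif comparison on the same chromosomes, the TSS share at a p-value of 1e-05 or less, repeated sequence, and gene density at a q-value of 0.05 or less were chosen after the result was seen.

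The ZBTB11 peaks were assigned to 49803 genes here. That is higher than the value quoted from the study above. The IgG peaks were assigned to 6250 genes. That is also higher than the value quoted from the study above. The lists shared 5801 genes. That is higher than the value quoted from the study above. The ZBTB11-specific genes numbered 44002. That is higher than the value quoted from the study above. The direction depends on the set of genes, since counts of protein-coding genes alone (18587, 2646, 2595 and 15992) were each lower than the value quoted from the study. The annotation behind the study's counts was not determined here.

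The absence of IgG peaks from chromosomes 2 to 9, 11 to 20, 22 and X bears on the ZBTB11-specific genes, since no gene there can be shared by the lists. Of the ZBTB11 genes, 88.4% were specific over all chromosomes and 22.2% on the shared chromosomes. Peaks removed after calling would leave gaps in the serial numbers, and 0 were missing. IgG reads confined to the chromosomes with peaks would raise the local background to 9.73 fragments, given the default genome size, while the median over IgG peaks was 1.60. A shallower IgG library is argued against by its background per base, which was 1.12 times that of ZBTB11. That no region there reached the threshold is also argued against, since uniformly scattered fragments at the IgG depth would give about 238744 peaks on those chromosomes even with short regions left out, and the shared chromosomes held 62.1 IgG peaks per Mb. A peak call run on reads of the shared chromosomes alone would raise the local background in the same way, given the default genome size. Such a call with another genome size, or a list written for part of the chromosomes, stays open and was not tested. No biological explanation was tested.

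The larger number of ZBTB11 peaks was in large part tied to those chromosomes, but not wholly, as the ratio was 1.82 on the shared chromosomes. A deeper ZBTB11 library is argued against, as it had 0.890 times the IgG background per base. Low pileups near the thresholds are a candidate explanation for what remains. The ratio was 1.63 without the ZBTB11 peaks of 3 fragments, and among peaks of at least 5 fragments it was 0.994. Scattered fragments alone, at the depth and threshold of each library, gave 1.62 times (1.59 to 1.68 in range) as many peaks per Mb for ZBTB11 as for IgG when short regions were left out and 1.19 times (1.17 to 1.21) when they were kept. The listed peaks with a q-value above 0.05 had a ratio of 1.75, above both ranges. As the simulation does not copy the authors' caller exactly, how much of the total excess is due to chance pileups stays open. Peaks of at least 10 fragments, which leave out low pileups by definition, had a ratio of 2.03. An antibody effect is a candidate explanation for these, and with 1 library each it was not tested against the variation between libraries.

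Many of the listed peaks, but not all, may be chance pileups. Uniformly scattered fragments at the depth of each library gave 155 peaks per Mb for ZBTB11 and 95.2 for IgG when regions shorter than a fragment were left out, and 617 and 519 when they were kept. The lists held 109 and 59.2 peaks per Mb with a q-value above 0.05. The simulation thus gave more than was listed, and it does not copy the authors' caller exactly. ZBTB11 peaks with a q-value above 0.05 were near a TSS in 18.5% (18.4% to 18.6%) of cases, within the 18.5% to 18.9% of the placements of the whole list. Such IgG peaks were near a TSS in 25.7% (25.2% to 26.3%) of cases against 18.6% to 20% of the placements, so uniform scatter does not account for all of them. Nor does uniform scatter account for all of the weakest ZBTB11 peaks, ranked below 100000, though uneven scatter along a chromosome was not tested. Their motif share of 2.94% (2.87% to 3.0%) was slightly above the 2.79% (2.75% to 2.84%) of their flanks, with no overlap of the intervals, and on the shared chromosomes 5.97% (5.71% to 6.23%) of them overlapped an IgG peak against 4.51% to 5.0% in placements of the whole list there. At the largest p-value among ZBTB11 peaks with a q-value of 0.05 or less (0.000108), scattered fragments gave 4.27 peaks per Mb against 9.10 listed. Part of this set may thus be chance pileups. Of the set, 48.4% were near a TSS against 20.1% to 21.5% of the placements. This argues against uniform scatter as the cause of the set as a whole. At a p-value of 1e-05 or less, 64.5% of ZBTB11 peaks were near a TSS and no placement exceeded 22.6%, which chance pileups would not give.

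The placement of ZBTB11 peaks near TSSs was not accounted for by GC content alone, as GC-matched placements gave 20.1% on average against 20.8% observed. For peaks with a q-value of 0.05 or less they gave 36.1% against 48.4%. Enrichment of promoter chromatin by any antibody stays open for the whole list. All IgG peaks together were 1.20-fold above GC-matched placement, against 1.04-fold for ZBTB11. For the strong peaks of the shared chromosomes, the shares cannot decide this, as ranking IgG peaks by strength selects repeated sequence. The counts show only that these libraries differed in strong peaks near a TSS. The 1222 IgG peaks with a q-value of 0.05 or less held 157 near a TSS (12.8%). Of the 1222 strongest ZBTB11 peaks there, 841 (68.8%) were near a TSS, although the IgG library had 1.12 times as many fragments per base. Repeated sequence among strong IgG peaks lowers their share, but the 157 cover every IgG peak at this q-value. Variation between libraries was not tested, so enrichment by any antibody stays open for the strong peaks too. Promoter signal is also present in the IgG library. Of the 1000 strongest ZBTB11 peaks on the shared chromosomes, 323 were near a TSS and overlapped an IgG peak. Their median pileup was 47 fragments in ZBTB11 and 7 in IgG. At 32 of these 323 peaks the IgG q-value was 0.05 or less, so the IgG signal at most of them was weak. No placed overlap was computed for these peaks.

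The motif at ZBTB11-high summits was argued not to follow from base composition, since shuffled windows held it in 6.01% of cases. IgG summits near a TSS held it in 4.05% against 21.6% (18.9% to 24.6%) of ZBTB11-high summits near a TSS on the same chromosomes. This cannot exclude that the motif marks promoters as such. Of the 6713 IgG peaks near a TSS, 6556 had a q-value above 0.05, and distances to the TSS were not matched. The ZBTB11-high share of 21.6% is lower than the 44.7% over all chromosomes, where the same number of ZBTB11-high peaks reaches less far down the list. Among the 1000 strongest ZBTB11 peaks of the shared chromosomes, those overlapping an IgG peak held the motif less often (18.2%, 15.2% to 21.7%) than those without overlap (29.9%, 25.9% to 34.3%). Of the 539 overlapping peaks, 216 lay more than 3 kb from a TSS, with median pileups of 30 fragments in ZBTB11 and 36 in IgG. The motif was not counted separately for these, so they may account for the difference. The hypothesis that the motif marks sites of ZBTB11 enrichment is not contradicted by these values. They cannot test it independently, as the study derived the motif from this same ChIP-seq. Whether ZBTB11 itself or a protein bound beside it reads the motif cannot be seen from these lists. The enrichment of the motif also rests almost wholly on CCGGAAG, as CAGGAAG ranked 84 among 7-mers.

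The strongest IgG peaks gathered in a small part of the genome. Of the 1000 strongest, 83.8% lay within 1 Mb of an assembly gap, against 18.9% of all IgG peaks and 17.8% of the 1000 strongest ZBTB11 peaks of the shared chromosomes without IgG overlap. The 31-mer at the summit occurred at least 2 times on the shared chromosomes in 84.4% (82.0% to 86.5%) of the 1000 strongest IgG peaks and in 20.8% (20.3% to 21.3%) of all IgG peaks, with a median of 270.5 copies in the former. Over the whole assembly these shares were 88.3% (86.2% to 90.1%) and 24% (23.5% to 24.5%). Repeated sequence is therefore a candidate explanation for the strong IgG peaks. Exact repeats were not the whole cause of their overlap with ZBTB11 peaks, because strong IgG peaks with no repeated 31-mer within 50 bp of the summit anywhere in the assembly still overlapped a ZBTB11 peak in 23 of 77 cases (29.9%, 20.8% to 40.8%), above the 9.04% that was the highest of the placements of the whole list. The share was 88.3% for those whose central 31-mer had at least 2 copies, so most of the overlap was in repeated sequence. Copies with mismatches were not searched and stay open.

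The density of ZBTB11 peaks ranged from 3.33 per Mb on chromosome Y to 156 per Mb on chromosome 5. For peaks with a q-value of 0.05 or less, density followed the density of protein-coding genes across the 24 chromosomes (Pearson r 0.884, two-sided permutation p 1e-05, the smallest that 100000 permutations can give, adjusted 8e-05; Spearman rho 0.737, p 7e-05, adjusted 0.000187). Without the 2 chromosomes farthest from the median gene density r was 0.657, and without chromosome Y it was 0.883. Gene density is a candidate explanation for these peaks. For peaks with a q-value above 0.05 no relation was detected (Pearson r 0.129, p 0.50, adjusted 0.747; Spearman rho 0.00783, p 0.97, adjusted 0.97), and r was -0.0407 without chromosome Y and 0.252 without the 2 farthest chromosomes. The p-values were adjusted by the Benjamini-Hochberg method over 8 tests, which include both relations without chromosome Y. Whether gene density plays a part in the weaker peaks cannot be told apart from chance with 24 chromosomes, and copy number of the chromosomes in this cell line was not tested. Chromosomes are not independent replicates.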
